A study of Danio rerio with 8 samples. Its data were reported in "A single cell transcriptome atlas of the developing zebrafish hindbrain" (2020).

How the data were processed

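RNA was measured in 8 libraries, each made from a single dissected zebrafish hindbrain. Of these, 4 came from heat-shocked control embryos and 4 from heat-shocked embryos carrying a heat-inducible, constitutively active form of the Fgf receptor Fgfr1 (called ca_fgfr1 here). Embryos were kept at 28.5°C, placed at 38.5°C for 30 min from 22 hours post-fertilisation (hpf), and left for 2 h before dissection at 24 to 25 hpf. Per the study's methods, both groups came from the same heat-shocked clutch and were told apart by qPCR on the extracted RNA. Groups were taken from the genotype recorded for each sample.

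The authors amplified the cDNA, sequenced it as single-end reads, aligned the reads to the GRCz10 assembly with STAR and estimated gene-level counts with RSEM. The deposited values are expected counts (the estimated counts of RSEM), which the authors had rounded to whole numbers, with no scaling for depth. They cover 32189 Ensembl gene IDs. The column names do not spell out the group: C was read as control and F as ca_fgfr1, with the number as the replicate, so the groups of the columns rest on that reading. No column was left unused. RSEM divides reads that match several genes between them, so values of close paralogues are uncertain. Whether the counting used strand was not stated, so overlapping antisense genes are uncertain too. No genome of the assembly used by the authors was at hand, so no coordinates are given and GC content and gene length were not tested.

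Gene names came from a table of symbols, which named 26350 of the 32189 IDs (81.9%). It mixes zebrafish symbols with symbols in capitals (11888 rows) that do not separate zebrafish paralogues, and 4148 rows share a symbol with another ID. A gene of the lists below that matched 1 ID is printed under its zebrafish name, also where the table gives capitals (as for spry2, fgfr2, fgfr3 and metrnla). Other names in capitals are printed as in the table, with the ID. Before the data were examined, 18 lists holding 136 genes were fixed. Of these genes, 103 matched 1 ID, 28 matched 2 or more IDs and 5 matched none. Among the 103 genes, 11 matched only a capital symbol without the a or b ending of the zebrafish name, so their paralogue is uncertain. Genes with 2 or more IDs were left out of the list tests. Their tested IDs were kept in the mean log2 CPM of a fixed list per library.

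Total counts ranged from 13173019 to 20541155 per library. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr at its defaults, which kept 18075, and libraries were scaled by the trimmed mean of M values (TMM). The groups were compared with edgeR's quasi-likelihood F-test (glmQLFit at the defaults of this release, which is the method it calls legacy, and glmQLFTest) on all 8 libraries without covariates, as ca_fgfr1 minus control. P-values were adjusted by the Benjamini-Hochberg method. Following the criteria in the study's methods, a gene was called changed at an adjusted p of 0.01 or less, a fold change of at least 2, and a TMM-normalised count above 30 in every library of at least 1 group. Standard errors are the absolute log2 fold change divided by the square root of F. Expression is given in CPM, a gene's share of the TMM-scaled total, and errors are standard deviations (SD).

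The lists were Fgf response, immediate early, heat shock, neurogenesis, progenitor, proliferation, boundary, glial, segment identity, neural crest, mesenchyme, vasculature, epidermis, otic, blood and muscle. Each with at least 3 tested genes was tested with camera (inter-gene correlation of 0.01, two-sided), adjusted over the lists. The glial and muscle lists had too few tested genes. The receptor and ligand list and the study genes list were not tested as sets, and the study reported its genes as induced in these same libraries. Separation of the groups was the mean distance between groups minus the mean distance within groups, on log2 CPM (prior count of 2) of the 500 most variable genes, with an exact one-sided permutation test over the 35 splits of the libraries into 4 and 4.

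Any gene of the fixed lists may be named. Beyond them, the rule allowed the 8 largest rises and 8 largest falls among called genes whose libraries did not overlap between groups. Genes named outside this rule are marked as chosen after their values were seen.

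The steps were tested on simulated counts for the 18075 genes with the means, library sizes and dispersion trend of this comparison and 200 changed genes. The edgeR test called 151 of the 200 (75.5%) and 1 unchanged gene; DESeq2 called 164 (82.0%) and 12 unchanged genes. The simulation holds no variation shared between genes, and the sizes and expression levels of its changes are not given here. The shares called therefore apply to the simulated changes only. They are not an estimate of the share of real changes found in this comparison.

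Alternatives fixed before the data were examined were other scaling factors, other filters on low counts, DESeq2 1.42.0 (the tool of the study's methods, at its defaults), limma-voom (limma 3.58.1), robust fitting, the replicate number as a block, each library left out in turn, other calling criteria, and fry and an estimated correlation for the lists. Added after the data were examined were edgeR's newer quasi-likelihood method, DESeq2 with the block, DESeq2 with each library left out, list members with 2 candidate IDs, and the splits of the libraries under other settings.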

Results

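To ask which genes respond to Fgf receptor activation in the hindbrain, transcripts were counted in 4 control and 4 ca_fgfr1 hindbrains, all heat shocked. The control libraries held 13173019, 14125336, 17980114 and 17948189 counts (replicates 1 to 4) and the ca_fgfr1 libraries 20541155, 17810481, 17572496 and 15327169. Between 21708 and 23702 genes had at least 1 count per library. No pair of libraries agreed within sampling noise, so each was treated as a separate replicate: the chi-square per degree of freedom was at least 24.7 between libraries of the same group. The common biological coefficient of variation was 0.398.

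The groups did not separate in overall expression. Over the 500 most variable genes, the mean distance between groups was 61.5 and within groups 62.7, a difference of -1.23 (exact one-sided permutation test, p = 0.771). With all filtered genes the difference was 1.95 (exact permutation p = 0.257), the setting that moved it most upward. Control replicate 1 correlated least with the other controls (mean r across genes 0.893, against 0.926 to 0.940 for the other three), and its TMM factor was 0.811, against 0.940 to 1.15 in the other libraries. Its closest library was ca_fgfr1 replicate 2 (r = 0.950).

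**Figure D1:**
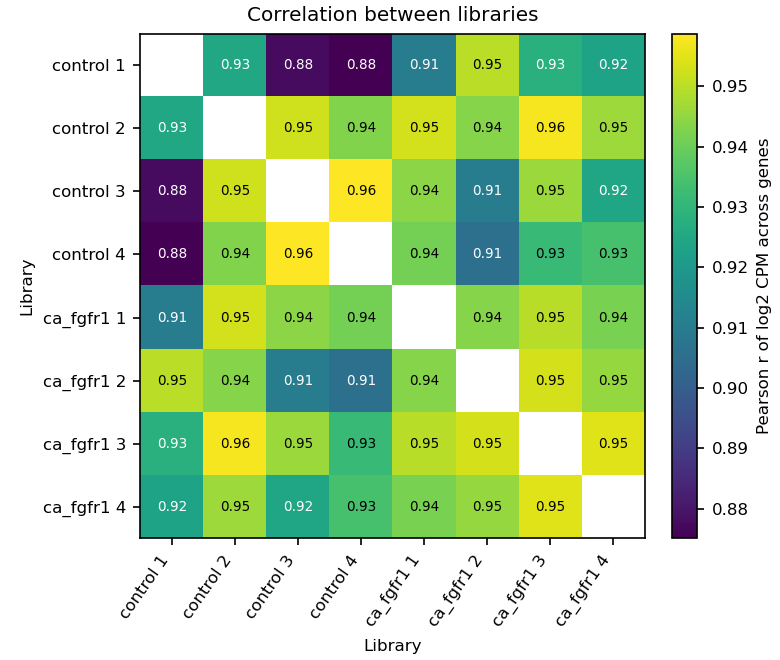
Pearson r of log2 CPM across genes for each pair of libraries, with libraries on both axes and r as colour. Control replicate 1 has its lowest values with control replicates 3 and 4 (0.878 and 0.875), and libraries do not form blocks by group.

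The receptor genes were examined first, since the label rests on Fgfr1. The table of symbols gives FGFR1 for 2 IDs, and neither was higher in ca_fgfr1. FGFR1 ENSDARG00000011027 was at 19.2 ± 5.54 CPM in controls and 20.3 ± 2.88 CPM in ca_fgfr1 (SD, n = 4 each; log2 fold change 0.08 ± 0.26 SE, edgeR adjusted p = 0.975). FGFR1 ENSDARG00000011190 was at 17.9 ± 7.53 and 13.1 ± 5.57 CPM (log2 fold change -0.46 ± 0.40, edgeR adjusted p = 0.884). These counts therefore do not show the transgene, and whether its reads were counted under either ID is not known. For fgfr3 (ENSDARG00000004782) the log2 fold change was -0.89 ± 0.29 and for fgfr4 (ENSDARG00000069105) it was 0.86 ± 0.33, both with an edgeR adjusted p of 0.866. The log2 fold changes of fgfr2 (ENSDARG00000058115) and of both IDs named FGF20 lay between -0.17 and 0.41, with edgeR adjusted p from 0.884 to 0.975.

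Of 18075 genes tested, edgeR called 3 changed, all higher in ca_fgfr1. The count depended on the tool more than on any other planned choice: DESeq2 with the same criteria called 44, of which 36 were higher and 8 lower, and these included the 3. All 44 had the same direction in edgeR and an unadjusted edgeR p under 0.05. No gene was called lower by edgeR or limma-voom; 580 genes were lower at an unadjusted edgeR p under 0.05, and the smallest edgeR adjusted p among lower genes was 0.293. Leaving out any 1 library reduced the edgeR calls to 0, except control replicate 1, without which 1 remained.

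The 3 called genes were low in controls and did not overlap between groups in any library. The gene si:dkey-28g23.6 (ENSDARG00000090708) rose from 3.63 ± 1.07 to 36.9 ± 7.28 CPM (SD, n = 4 each), a log2 fold change of 3.35 ± 0.30 SE (edgeR adjusted p = 0.00524). SLC1A3 (ENSDARG00000043148) rose from 1.24 ± 0.661 to 18.2 ± 3.49 CPM, a log2 fold change of 3.86 ± 0.41 (edgeR adjusted p = 0.00990). ENSDARG00000086098, which has no symbol, rose from 3.24 ± 1.17 to 41.8 ± 17.1 CPM, a log2 fold change of 3.67 ± 0.40 (edgeR adjusted p = 0.00990). The last 2 genes lay just inside the threshold of 0.01.

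At an edgeR adjusted p of 0.05 or less, without the other criteria, 9 genes differed and all were higher in ca_fgfr1. DESeq2 gave 87 genes at the same threshold, of which 69 were higher and the others lower. Besides the 3 above, the 9 held metrnla, FST, spry2, RTKN2 (ENSDARG00000053558), PRSS35 (ENSDARG00000100691) and ENSDARG00000091657, of which the last 3 are named after their values were seen. Leaving out 1 library gave 1 gene (without ca_fgfr1 replicate 3) to 13 genes (without control replicate 1). These were all higher, except without ca_fgfr1 replicate 1, where 3 of 5 were higher. The 2 lower genes, ENSDARG00000102725 and ENSDARG00000103987, were named after their values were seen: they were at 4.82 to 16.1 CPM in controls and at 10 and 12.2 CPM in ca_fgfr1 replicate 1, but at most 0.0653 CPM in the other ca_fgfr1 libraries. Over all tested genes, 604 (3.34%) had no overlap between the groups' libraries, where chance gives 2.86%.

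Since etv5b, metrnla and fsta are among the genes the study describes as induced in these same libraries, they are not independent evidence here. Beyond these libraries, the study reported by in situ hybridisation their ectopic expression after FgfR1 activation and their loss in fgf20a mutants. Its separate RNA-seq of fgf20a mutants found metrnla and fsta, but not etv5b. The gene metrnla (ENSDARG00000101914, a capital symbol in the table) was at 115 ± 38.8 CPM in controls and 456 ± 23.9 CPM in ca_fgfr1, a log2 fold change of 1.98 ± 0.26 (edgeR adjusted p = 0.0283). Its edgeR adjusted p rose above 0.05 without any single library other than control replicate 1. etv5b (ENSDARG00000044511) was at 88.6 ± 36.5 and 309 ± 64.2 CPM, a log2 fold change of 1.80 ± 0.35, and did not pass 0.05 in edgeR (adjusted p = 0.253); it did in DESeq2 (adjusted p = 0.000703), and in edgeR without control replicate 1 (adjusted p = 0.0431). For fsta the table gives FST for 2 IDs. FST ENSDARG00000052846 rose from 40.4 ± 14.5 to 244 ± 67.2 CPM, a log2 fold change of 2.60 ± 0.31 (edgeR adjusted p = 0.0137), and FST ENSDARG00000057992 was at 0.507 ± 0.229 and 0.549 ± 0.382 CPM. All 4 ca_fgfr1 libraries lay above all 4 controls for metrnla, etv5b and FST ENSDARG00000052846. By edgeR p-value they ranked 7, 21 and 6 among all tested genes. In the same order, their DESeq2 adjusted p was 1.22e-08, 0.000703 and 1.92e-12, and DESeq2 called each of them with the study's criteria.

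**Figure D2:**
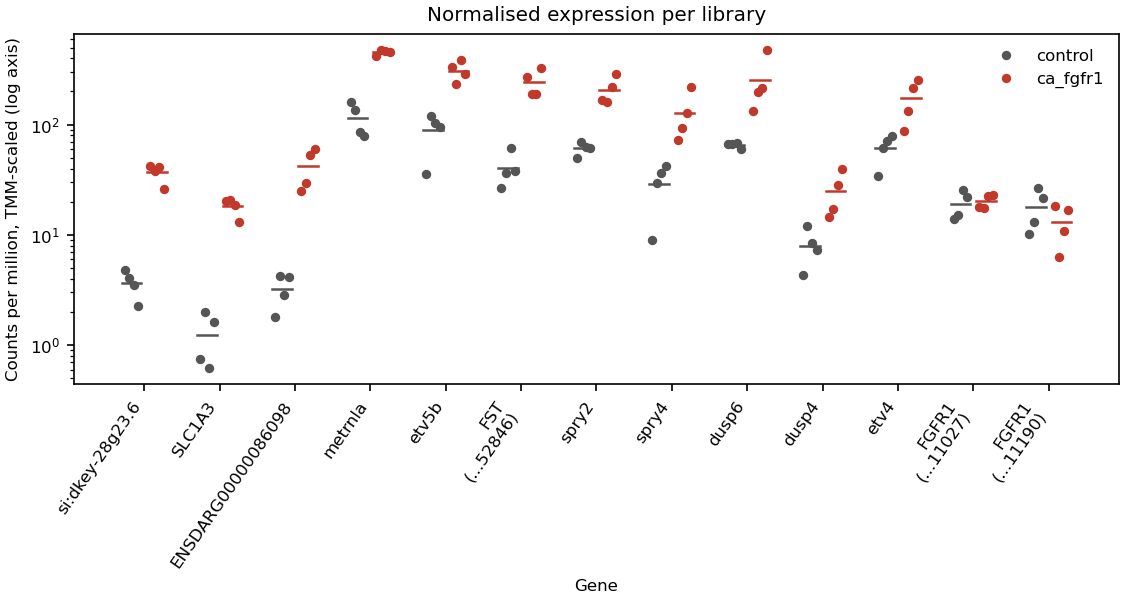
TMM-scaled CPM on a log axis for named genes; each point is 1 library and each bar the mean of 4 libraries. The 3 called genes, metrnla, etv5b and FST ENSDARG00000052846 do not overlap between groups, whereas both FGFR1 IDs do.

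The Fgf response list was fixed before the data were examined, and 15 of its genes were tested. Of these, 13 were higher in ca_fgfr1, with a median log2 fold change of 0.75. Over all tested genes, 1 (spry2, ENSDARG00000078308, log2 fold change 1.77 ± 0.25, edgeR adjusted p = 0.0409) passed 0.05, and 6 did when adjusted over the list alone. The list was higher as a set by camera (adjusted p = 2.93e-12), but not at 0.05 by fry (adjusted p = 0.109) or with an estimated correlation (adjusted p = 0.0955). Of the 99 genes tested from all fixed lists, 2 passed 0.05 over all tested genes and 13 when adjusted over the list alone. The 13 include genes of the study genes list.

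Of the other lists, immediate early genes were higher by camera (4 of 4 genes, median log2 fold change 2.15, adjusted p = 1.61e-09) and epidermis genes lower (4 of 5 genes, median -0.51, adjusted p = 0.0136). Neither passed 0.05 under fry (adjusted p = 0.149 and 0.395) or an estimated correlation (adjusted p = 0.0955 and 0.484). The epidermis result also lost its place below 0.05 without control replicate 1 (adjusted p = 0.380) and without ca_fgfr1 replicate 1 (adjusted p = 0.275). Neurogenesis genes showed no difference as a set (12 genes, median log2 fold change 0.02, mean -0.03, camera adjusted p = 0.777), nor did progenitor genes (5 genes, median -0.10, adjusted p = 0.881). Proliferation genes had a median of 0.07 and boundary genes of -0.52, both with an adjusted p of 0.111. Heat shock genes had a median of 0.39 and vasculature genes of -0.40, both with an adjusted p of 0.231; the heat shock list passed 0.05 without control replicate 4 (adjusted p = 0.00682) and without ca_fgfr1 replicate 1 (adjusted p = 0.0434). The boundary list did so without ca_fgfr1 replicate 2 (adjusted p = 0.0143). For segment identity, neural crest and mesenchyme genes the medians were -0.22, -0.16 and -0.20, each with an adjusted p of 0.651. Otic and blood genes had medians of -0.18 and -0.41, both with an adjusted p of 0.989, and for blood the sign of the camera statistic was opposite to the median and the adjusted p was 0.0449 without control replicate 3.

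**Figure D3:**
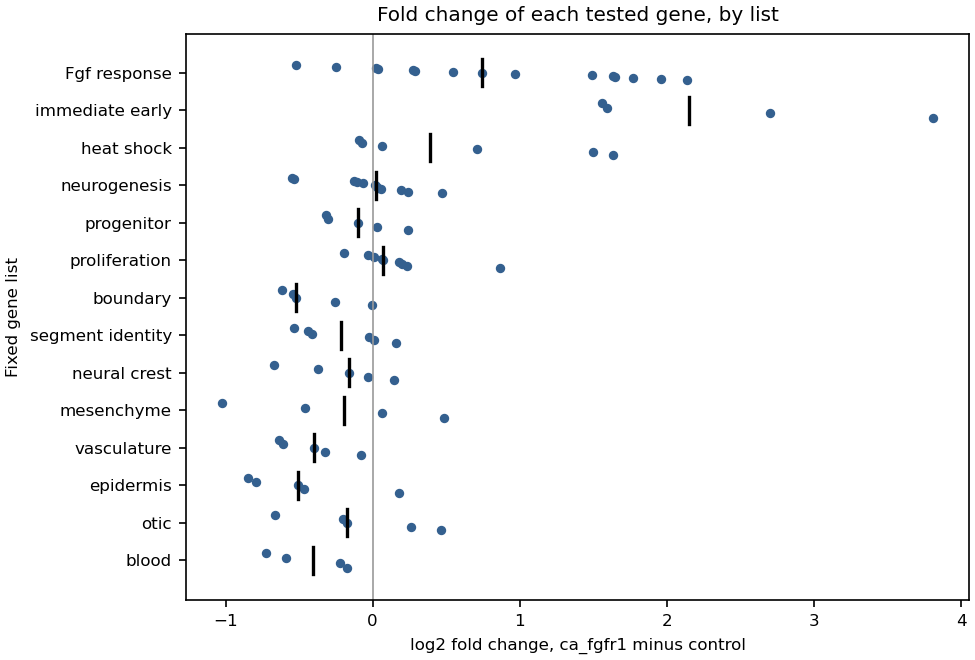
log2 fold change (ca_fgfr1 minus control) of each tested gene, by fixed list; points are genes and black bars are list medians. Immediate early genes (median 2.15) and Fgf response genes (0.75) lie furthest to the right, and neurogenesis genes centre on 0.02.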

Values the study reported

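The study stated that around 50% of the heat-shocked embryos carried the transgene.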

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

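The tests in this part were all chosen after the values were seen. In 110 groups of 4 libraries, 3 held a library whose gap to its nearest neighbour, as a share of the group's range, exceeded Dixon's 95% critical value. Chance gives about 1 in 20 groups, which is more than was found, so none of the 3 stands out by its number alone.

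The mean log2 CPM of the Fgf response list was 4.26 in control replicate 1, against 4.85 to 4.94 in the other controls. This library also differed from the other controls across the transcriptome: 550 genes lay at least 2-fold below all 3 others and 1029 at least 2-fold above, against at most 42 and 33 for any other control, among 9691 genes with a mean of at least 10 CPM. Low depth is argued against, since after thinning every library to 13173019 counts its mean correlation with the other controls was 0.889, still the lowest. A swapped group label is argued against, since for 13 of the 13 genes at an edgeR adjusted p of 0.05 without this library it lay on the control side. Extra epidermis alone could lower neural genes but raise none, and it is argued against: of 12 neurogenesis genes, 4 lay above the other 3 controls by more than the range of those (such as nhlh2, 511 against 203 to 260 CPM) and 5 below, where no other control had more than 2 above or any below. The epidermis list was nevertheless highest in this library (mean log2 CPM 9.96, against 8.28 to 9.27 in the other libraries). Extra epidermis as part of the difference therefore stays open. RNA quality and embryo stage stay open and were not tested, and the content of the dissection stays open too. No biological explanation was tested, since the design gives none within a group.

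The mean log2 CPM of the segment identity list was 4.77 in ca_fgfr1 replicate 2, against 5.22 to 5.27 in the other ca_fgfr1 libraries. That mean covered 12 IDs, where the list test used 6, and it was not computed for those 6 alone. The low mean may therefore rest on the added IDs. Across genes, the deviations of ca_fgfr1 replicate 2 and of control replicate 1 from the other libraries of their groups correlated at 0.457. Genes are not independent replicates in that correlation. A candidate explanation is a difference shared by these libraries that is unrelated to group. Both libraries were low in the blood list (mean log2 CPM -0.704 and -0.788, against 1.605 to 5.112 in the others) and high on the first component of the tissue lists (7.42 in control replicate 1 and 6.87 in ca_fgfr1 replicate 2, against at most 0.741). Blood genes made 82.7% of that component, and without them the values were 3.958 and 1.335, against at most 1.086 in the others. Less blood in these dissections therefore stays open as part of the difference, and what else they share is not known.

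The mean log2 CPM of the muscle list was 3.56 in control replicate 4, against at most 0.194 in the other controls. It came from actc1b (ENSDARG00000099197), at 112 CPM in this library and at most 1.16 CPM in the other controls. Of the 4 other muscle IDs, 3 were highest in this control. One of them, TNNT3 ENSDARG00000068457, had 71 counts (3.46 CPM, against at most 0.273 CPM in the other controls), which argues against a change in actc1b alone. myhz2 (ENSDARG00000012944) was at 1.12 CPM, against at most 1.03 CPM. Muscle in this dissection stays open, because the remaining muscle genes are too low to decide. No biological explanation was tested.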

How the results depend on the processing

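The newer quasi-likelihood method, the DESeq2 fits with the replicate block or without a library, and the lists with 2 candidate IDs were chosen after seeing the data. The number of calls was not stable. Against 3 calls, all higher, edgeR called 1 (1 higher) with relative log expression factors, with upper-quartile factors, with library totals only, with robust fitting, or with glmTreat against a 1.2-fold change. It called 6 (6 higher) with no filter on low counts, 5 (5 higher) with at least 5 CPM in at least 4 libraries, and 9 (9 higher) at an adjusted p of 0.05 with the other criteria kept. limma-voom called 6 (6 higher). DESeq2 called 44 (36 higher, 8 lower). Dropping the fold or the level criterion changed no count. Of these settings, the 3 genes were all kept by no filter, the stricter filter, limma-voom and DESeq2. The adjusted p of 0.05 and the dropped fold or level criterion only loosen the main call, so they keep the 3 genes too.

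The edgeR default in this release is its older quasi-likelihood method. The newer one called 6 genes (6 higher), the 3 among them, and gave 13 genes at an adjusted p of 0.05, against 9. The first complete run used the newer method by mistake, and the default was then restored as the main test. Both results were known at that point. The default was restored because it is the test fixed before the data were examined.

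Genes at an adjusted p of 0.05 numbered 14 with no filter and 87 with DESeq2, and 8 to 10 under the other scalings, the stricter filter, limma-voom and robust fitting. The median log2 fold change of all genes stayed between -0.0748 (library totals only) and -0.00031 (limma-voom) over the scalings, filters and tools.

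Without 1 library, edgeR called 0 to 1 genes (0 to 1 higher, 0 lower) and gave 1 to 13 genes at an adjusted p of 0.05, all higher except for 2 of the 5 without ca_fgfr1 replicate 1. DESeq2 without 1 library called 24 to 145 (21 to 79 higher, 0 to 66 lower), with the 145 reached without control replicate 1. In edgeR the genes at an unadjusted p under 0.05 rose from 966 to 4857 without that library, while those at an adjusted p of 0.2 rose from 19 to 5161 and those at 0.1 only from 14 to 16. The common coefficient of variation fell to 0.339. The cause of the rise was not tested beyond the lower variation.

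Replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at -0.293, -0.0132, 0.22 and 0.194. With the replicate block, edgeR called 0 genes (0 higher; 586 at an unadjusted p under 0.05) and gave 2 at an adjusted p of 0.05, and DESeq2 called 36 (34 higher, 2 lower), of which 29 were among its 44, and gave 59.

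The Fgf response list kept its direction throughout and its adjusted p stayed at or below 0.000105 with camera at the preset correlation, but was 0.0955 with an estimated correlation and 0.109 with fry, and then 0 lists passed 0.05, against 3. The heat shock list, at 0.231, passed 0.05 with the replicate block (adjusted p = 0.0386), without control replicate 4 (0.00682) and without ca_fgfr1 replicate 1 (0.0434). The boundary list did so without ca_fgfr1 replicate 2 (0.0143) and the blood list without control replicate 3 (0.0449). The neurogenesis list stayed above 0.05 in every setting run (0.444 to 0.956). The separation of the groups stayed without a difference, from -3.19 to 1.95 (exact permutation p from 0.257 to 0.914). Of the log2 fold changes of single genes over all settings, 538 kept their side of 0.05, 54 lost it, 11 gained it and 0 reversed while past it. Between 13173019 and 20541155 counts per library limited what could be seen for genes near the floor, such as FST ENSDARG00000057992.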

Other observations

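Chance splits (with TMM and the default filter and test), library depth and the tissue component as a covariate were fixed as tests of the edgeR calls before the data were examined, and the retinoid test before the values of its genes were seen. The other tests in this part were chosen after the results were seen.

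Of the 35 splits of the 8 libraries into 4 and 4, only the real one (1 of 35) gave as many as 3 edgeR calls. The others gave at most 2. A share of 1 in 35 is the smallest possible, and several counts and lists were examined without correction. The rank therefore argues against chance for that count but does not exclude it. It also depends on the setting, since 2 of the 3 genes lay just inside the threshold. With no filter, the stricter filter, limma-voom or the newer quasi-likelihood method, again 1 of 35 splits gave as many calls as the real one (6, 5, 6 and 6 calls). With relative log expression factors, upper-quartile factors, library totals only or robust fitting, the real split gave 1 call and 5 of 35 splits gave as many, so chance cannot be excluded there. For genes at an adjusted p of 0.05, 2 of 35 splits gave as many as 9, and for DESeq2 calls 2 of 35 gave as many as 44, so chance cannot be excluded for either. A camera p as small as the real one came from 1 of 35 splits for the Fgf response list, from 2 of 35 for the immediate early list and from 9 of 35 for the epidermis list. As many as 3 lists passed 0.05 in 18 of 35 splits. Only for the Fgf response list did the real split rank first, which argues against chance without excluding it. Its unadjusted camera p was 2.09e-13 in the real split. The next smallest, with control replicate 3 and ca_fgfr1 replicate 1 exchanged, was 4.87e-12.

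The split that exceeded the real one grouped control replicate 1 with ca_fgfr1 replicates 2, 3 and 4, and gave 1417 genes at an edgeR adjusted p of 0.05 and 779 DESeq2 calls, though 0 edgeR calls. It differs from the real split by an exchange of control replicate 1 and ca_fgfr1 replicate 1. Swapped labels of these libraries are argued against: in the fit without both, 10 genes had an adjusted p of 0.05 or less, and for 7 of them both libraries lay on the side of their own group (control replicate 1 for 10, ca_fgfr1 replicate 1 for 7). Depth is argued against, since the split gave 1509 genes after thinning to equal totals. The labels give no batch, and what separates these libraries stays open. A difference between embryos in gene content was not tested, although ENSDARG00000102725 and ENSDARG00000103987 were near absent from ca_fgfr1 replicates 2, 3 and 4 alone. The split was found by its count, so the libraries it groups are not a group of the study.

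For the 3 edgeR calls, the depth test went the way depth would predict: after thinning every library to the smallest total, 1 of the 3 was called again. In 20 further thinnings, 1 to 3 were called again (median 1), and all 3 had an adjusted p of 0.05 or less each time. The median size of their log2 fold changes was 3.63 after thinning and 3.67 before, which argues against depth as the source of the differences themselves. The calls may thus rest on genes near the threshold and on the counts lost by thinning. Of the 44 DESeq2 calls, 35 were made again after thinning.

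With the first component of the tissue lists (30 genes, 57.5% of their variance) as a covariate, all 3 edgeR calls were made again, and the median size of the log2 fold change of the 44 DESeq2 calls was 2.077, against 2.087 without it. The mean of the component was -0.137 in controls and 0.137 in ca_fgfr1, far less apart than its spread (SD of 5.75 and 4.61), so as a covariate it had no room to move a difference between the groups. That test does not decide. For the 3 edgeR calls, more of the listed tissues in the ca_fgfr1 dissections is argued against: of the 30 tissue genes 6 were higher, by a log2 fold change of at most 0.488, where the calls rose by at least 3.35 (with 2 SE added to the tissue genes and taken from the calls, at most 2.48 and at least 2.75). Tissue outside these lists stays open for the calls, and different amounts of adjacent tissue stay open for the other DESeq2 calls.

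FGFR1 ENSDARG00000011027 had a log2 fold change of 0.0796 although Fgf response genes were higher. Reads of the transgene may not be counted under the endogenous IDs; this stays open, because the sequence of the transgene was not used here.

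The immediate early genes varied among ca_fgfr1 libraries: their mean log2 CPM was 2.35, 2.82, 4.24 and 5.38 in replicates 1 to 4, against 1.49 to 2.01 in controls. The Fgf response list (5.18, 5.30, 5.66 and 6.08) and the heat shock list (5.04, 5.44, 5.78 and 7.02) rose in the same order, so the order favours neither source. For the heat shock speak its adjusted p of 0.00682 without control replicate 4 and 0.0434 without ca_fgfr1 replicate 1. Against it, its adjusted p was 0.885 without ca_fgfr1 replicate 4, where that of the immediate early list was 1.92e-08. Controls had heat shock values of 4.84 to 6.24, and the highest control (replicate 4) had the lowest immediate early value (1.49). ca_fgfr1 replicate 1 lay below control replicates 3 and 4 (5.62 and 6.24) for heat shock but above every control for immediate early genes. Single libraries do not decide this, and the list means cover more IDs (6 immediate early and 10 heat shock) than the tests (4 and 6). A stronger response to the heat shock in ca_fgfr1 embryos cannot be told apart from a response to the receptor, because the heat shock genes went both ways (4 of 6 higher, camera p = 0.112), their list depended on single libraries, and 4 libraries are too few for a correlation.

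Without control replicate 1, the adjusted p of the epidermis list was 0.380, against 0.0136, so its fall may rest on that library; without ca_fgfr1 replicate 1 it was 0.275.

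CRABP2 (ENSDARG00000073978) and STRA6 (ENSDARG00000051874), genes of retinoid handling named after their values were seen, had log2 fold changes of 1.71 and 1.99 and were DESeq2 calls, with edgeR adjusted p of 0.0509 and 0.327. Of the other retinoid genes (9 tested), 3 were higher and 6 lower, with a median log2 fold change of -0.64. Those higher were cyp26b1 (1.41, no overlap between groups), cyp26c1 (0.89) and aldh1a3 (0.70), with edgeR adjusted p of 0.658, 0.757 and 0.866. That list showed no rise by camera (p = 0.756) or by a one-sided exact permutation test of its mean log2 CPM over the 70 assignments of libraries (difference -0.32, p = 0.886, added after the camera result). With members that go both ways, a general rise of the pathway is neither shown nor excluded, and a rise of part of it stays open.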
